A study of Homo sapiens with 6 samples.

How the data were processed

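The study measured messenger RNA by sequencing in SH-SY5Y cells, an established human neuroblastoma line. The labels describe 6 samples: 3 control wells that received DMSO, and 3 wells that received a fumarate linked to an NRF2-derived peptide, dissolved in water, together with DMSO. Per the labels' protocols, cells were grown to 80% confluence in 2 mL of medium, 10 uL of DMSO went into each well of both groups, and cells were lysed after 5 h. The peptide was dissolved at 2 mg in 600 uL of water, and 200 uL of this solution was added per well. The labels give no matching addition of water to the control wells. Libraries were made from total RNA with a stranded kit for messenger RNA, per the labels' protocols.

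The deposited table holds raw counts per Ensembl gene identifier, as whole numbers without normalization, per the file headers and the values. The labels and the header name no aligner, counting program, genome build or annotation release, so no genomic coordinates are given. Whether the counting used strand, and how it treated reads that match more than 1 gene, is not stated either.

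Table columns were assigned to samples by name. The 6 count columns are headed with the numbers 1 to 6. In the labels, the control samples carry the numbers 4, 5 and 6, and the peptide-treated samples carry 13, 14 and 15. Columns 4, 5 and 6 were therefore taken as control replicates 1, 2 and 3. The other 3 columns carry the number of no sample in the labels and were not used. The peptide-treated samples were not analysed here. The name control rests on this match alone. If the table's headings were counted afresh and not taken from the labels, the 3 libraries described here could be the peptide-treated ones, and every value given for the controls could be a value of treated cells. Neither the labels nor the header settles this.

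The comparison fixed before the data were examined was edgeR's quasi-likelihood test of 3 peptide-treated against 3 control libraries, with set tests of 10 gene lists (NRF2, HSF1, ATF4, HIF, NF-kB and p53 targets, ER chaperone genes, immediate early genes, cholesterol synthesis genes and hypertonicity genes). It was not run, since only 1 group had matched columns. The lists and the first part of the naming rule were kept. That part names NFE2L2, KEAP1, NQO1, HMOX1, GCLC, GCLM, TXNRD1, SRXN1, SLC7A11 and OSGIN1 whatever their values. The other parts of the rule, which rank genes by the test, were not applied. Other genes named in the text were chosen after their values were seen. All analyses of the control libraries were chosen after the mismatch of the column numbers was known.

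The table lists 60710 genes. The entry of ANK2 (ENSG00000145362.20) is broken over several lines, of which 2 name no gene, and it gives no value in the 3 columns used, which left 60709 genes. Symbols were taken from a table of Ensembl identifiers and matched 60436 of them with the version suffix removed. The 273 identifiers without a symbol held 0.029% of the counts.

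Counts were scaled to CPM, that is, counts per 1000000 of the scaled library total, with TMM factors from edgeR 4.0.16 in R 4.3.3. CPM was not corrected for transcript length, so the order of genes by CPM need not be that of their transcript numbers. The spread between replicates was the square root of edgeR's common dispersion, called the biological coefficient of variation, over genes with at least 10 counts in every library. Pearson and Spearman correlations used log2(CPM + 1) of the same genes. GC content and length were those of each gene's longest transcript in GENCODE release 29, which may differ from the authors' annotation. They were used for gene properties only, and 99.9% of the 10296 nuclear genes in the GC analysis had both. That analysis covered nuclear genes with a mean of at least 100 counts and at least 10 in every library. A GC trend was fitted per library as the median deviation from the gene's mean in 50 bins of equal size, interpolated between bins. Random sets were drawn with a fixed seed. Tables and tests were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

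The dispersion fit and the GC trend were run on simulated data. On counts drawn for 13920 genes with coefficients of variation of 5%, 10% and 20%, the dispersion fit returned 5.01%, 9.97% and 19.9%. A GC slope of -2 (log2 per unit of GC fraction) was put into 1 simulated library of 10290 genes. A straight-line fit, not the binned trend, estimated it as -1.99. Removal of the binned trend took the rank correlation with GC from -0.65 to 0.0039. The trend was fitted to these same genes, so the low value follows largely from its construction.

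Totals ranged from 8887854 to 11397407 counts per library. A count of 0 allows up to 3 counts, which is 0.263 to 0.339 CPM. Confidence intervals of shares are 95% Wilson intervals. They and the limits for 0 cover counting error only, since the reads carry no stated molecular identifiers. Alternatives were RLE size factors, library size alone, other count minimums, mitochondrial genes left out, the GC trend removed, and each library left out in turn.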

Results

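The study addressed the transcriptional response of SH-SY5Y neuroblastoma cells to a fumarate attached to an NRF2-derived peptide. NRF2, encoded by NFE2L2, is a transcription factor for antioxidant and detoxification genes, and KEAP1 is the protein that targets it for degradation. The labels describe 3 control samples and 3 peptide-treated samples, all lysed 5 h after treatment. Gene counts were matched by column number to the 3 control samples only. The peptide-treated samples were not analysed here, and no difference between the groups is reported. The results below describe the control libraries, how closely they matched each other, and the levels of the genes on which a comparison would rest. Their identity as controls depends on the numbers in the column headings being those of the labels. If the columns were numbered afresh, these could be the peptide-treated libraries.

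Control replicate 1 had 10683037 counts, replicate 2 had 11397407 and replicate 3 had 8887854. The highest total was 1.28 times the lowest. At least 1 count was recorded for 23488 genes in replicate 1, for 24301 in replicate 2 and for 22723 in replicate 3. At least 10 counts in every library were recorded for 13920 genes. Lowering the minimum to 1 count in every library gave 19616 genes. The 10 most abundant genes of each library took 4.68%, 4.52% and 6.27% of its counts in replicates 1, 2 and 3.

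The highest CPM values were those of mitochondrially encoded genes. MT-RNR2 (ENSG00000210082.2) had the highest mean, 10028 ± 2181 CPM (SD, n = 3), followed by MT-CO1 (ENSG00000198804.2) with 8553 ± 1943 CPM. The highest nuclear gene was EEF1A1 (ENSG00000156508.19), with 4107 ± 43.1 CPM, followed by HSPA8 (ENSG00000109971.14), with 3303 ± 97.1 CPM. These genes were chosen after their values were seen. The 37 mitochondrially encoded genes together held 4.11% of the counts in replicate 1 (95% Wilson interval 4.10 to 4.12%). They held 3.83% in replicate 2 (3.82 to 3.84%) and 6.25% in replicate 3 (6.24 to 6.27%). The mean was 4.73 ± 1.32% (SD, n = 3). Without replicate 3 the mean was 3.97%.

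Across the 13920 genes with at least 10 counts in every library, log2(CPM + 1) correlated with Pearson's r of 0.996 between replicates 1 and 2, 0.991 between 1 and 3, and 0.994 between 2 and 3. Spearman's rho was 0.997, 0.991 and 0.994. These are correlations across genes, which are not independent replicates. In every pair the counts differed by more than sampling noise. The chi-square statistic per degree of freedom was 2.21 for replicates 1 and 2, 10.2 for 1 and 3, and 9.21 for 2 and 3, where sampling alone gives a value near 1. No pair was therefore treated as 1 library deposited more than once, and the 3 libraries were counted as 3 replicates because the labels list them as separate samples. The test does not show whether they came from separate RNA preparations. At least 2-fold differences in CPM were found for 48 genes between replicates 1 and 2, 108 between 1 and 3, and 71 between 2 and 3. Among genes with few counts, sampling alone can give such differences, and how many it would give was not estimated.

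The common biological coefficient of variation of the 3 libraries, from edgeR, was 7.81%. Replicate 3 decided this value. Without it the coefficient was 3.88%, against 7.90% without replicate 1 and 10.5% without replicate 2. Among alternatives that kept all 3 libraries, removing the GC trend moved it most, to 4.91%.

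The differences between replicates followed the GC content of the transcripts. Across 10290 nuclear genes, the log2 ratio of replicate 1 to replicate 2 had a Spearman's rho with GC of 0.474. The ratio of replicate 1 to replicate 3 had a rho of 0.757, and the ratio of replicate 2 to replicate 3 a rho of 0.623. Genes were ordered by GC into 10 bins of 1029. In the bin with the lowest GC (30.2 to 38.3%), replicate 3 exceeded the mean of the other replicates by a median of 0.25 on the log2 scale. In the bin with the highest GC (61.3 to 74.5%) its median difference was -0.23. Replicate 2 exceeded replicate 1 by 0.13 in the lowest bin and had a median difference of -0.07 in the highest.

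**Figure D1:**
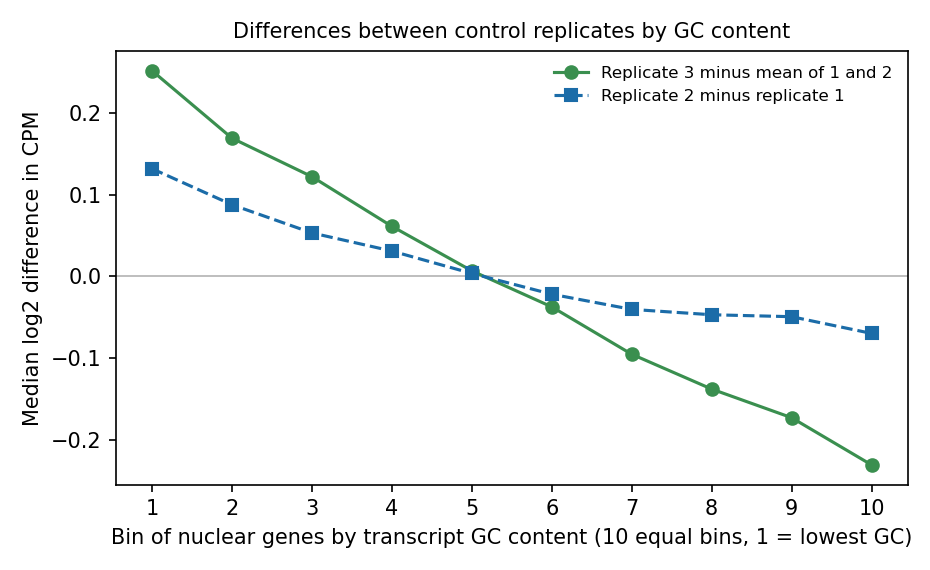
Median log2 difference in CPM between control replicates (y axis) in 10 equal bins of 10290 nuclear genes ordered by transcript GC content (x axis, 1 = lowest GC). Replicate 3 against the mean of replicates 1 and 2 (circles) falls from 0.25 to -0.23, and replicate 2 against replicate 1 (squares) falls from 0.13 to -0.07.

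NFE2L2 (ENSG00000116044.16) was measured at 99.1 ± 17.0 CPM (SD, n = 3), from 924, 1057 and 1049 counts. Its values were 86.4 CPM in replicate 1, 92.5 CPM in replicate 2 and 118 CPM in replicate 3. KEAP1 (ENSG00000079999.14) was measured at 134 ± 12.5 CPM, with 140, 142 and 119 CPM. The ratio of NFE2L2 to KEAP1 was 0.617 in replicate 1, 0.652 in replicate 2 and 0.992 in replicate 3. After the GC trend was removed, the ratios were 0.663, 0.667 and 0.904.

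TXNRD1 (ENSG00000198431.16) had the highest CPM of the 8 named NRF2 targets, with 1008 ± 24.9 CPM (n = 3). Intermediate levels were found for NQO1 (ENSG00000181019.13) with 86.0 ± 4.33 CPM, GCLC (ENSG00000001084.13) with 68.7 ± 3.77 CPM, OSGIN1 (ENSG00000140961.14) with 66.0 ± 5.09 CPM and GCLM (ENSG00000023909.10) with 63.0 ± 8.22 CPM. The lowest CPM values were those of SLC7A11 (ENSG00000151012.13) with 9.76 ± 1.94 CPM, SRXN1 (ENSG00000271303.2) with 8.09 ± 1.29 CPM and HMOX1 (ENSG00000100292.18) with 5.54 ± 1.27 CPM. The longest transcripts of SLC7A11, SRXN1 and HMOX1 have 9645, 2698 and 1822 nucleotides. Since CPM is not corrected for length, it does not rank these genes by transcript number. HMOX1 rested on 59, 78 and 38 counts, for which the counting error alone is 11.3 to 16.2% per library. Its coefficient of variation between replicates was 22.9%. TXNRD1 had counting errors of 0.919 to 1.07% and a coefficient of variation of 2.46%. GCLM, whose longest transcript has 37.3% GC, rose from 56.6 CPM in replicate 1 to 72.3 CPM in replicate 3. With the GC trend removed its SD went from 8.22 to 1.98 CPM. The SD of 9 of the 10 named genes was lower with the trend removed, and that of TXNRD1 was higher, 35.0 against 24.9 CPM.

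**Figure D2:**
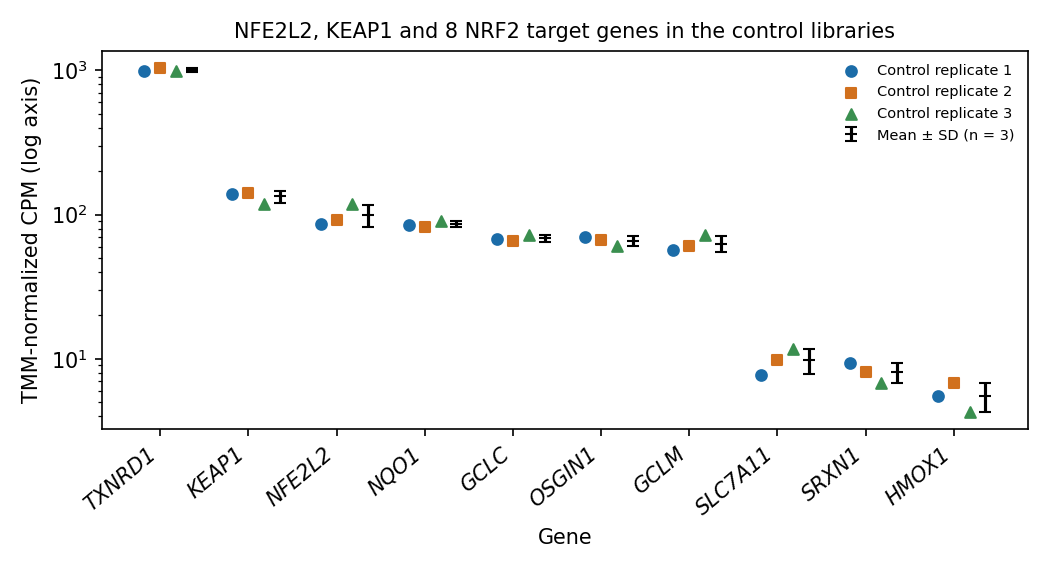
TMM-normalized CPM (y axis, log scale) of NFE2L2, KEAP1 and 8 NRF2 target genes (x axis) in control replicates 1, 2 and 3 (symbols), with the mean and SD (n = 3) beside them. Means run from 1008 CPM for TXNRD1 to 5.54 CPM for HMOX1, and NFE2L2 is highest and KEAP1 lowest in replicate 3. CPM is not corrected for transcript length.

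Of the 40 genes in the NRF2 target list, 36 had at least 10 counts in every library. AKR1B10 had 0 counts in each library, which allows up to 0.339 CPM in replicate 3. CYP4F11 and GPX2 had at most 3 counts in any library. AKR1C2 had 7, 8 and 10 counts. AKR1C1, AKR1C2 and AKR1C3 are close paralogs, as are TRIM16 and TRIM16L, and their values are uncertain because the treatment of shared reads is not stated. The median CPM over the list was 48.4, 50.0 and 48.8 in replicates 1, 2 and 3, a mean of 49.1 ± 0.812 (SD, n = 3). This SD is that of the median and not of the single members. Restricting the list to members with at least 10 counts in every library raised the mean of the medians to 55.7 CPM.

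The other 9 lists were summarised in the same way, as the mean and SD over 3 libraries of the median CPM of the members. The SD is that of the median alone, so it does not give the spread of single members. CPM is not corrected for transcript length, so the order of the lists can reflect length as well. HSF1 targets had the highest value, 174 ± 3.33 CPM, with 16 of 17 genes at 10 or more counts in every library. ER chaperone genes followed with 131 ± 3.93 CPM and 16 of 16 genes. The HSF1 median was the value of SERPINH1 in every library. Other members of that list varied less or more, such as AHSA1 with 310 ± 6.44 CPM and HSPE1 with 18.2 ± 6.21 CPM. Hypertonicity genes had 65.6 ± 3.10 CPM and 6 of 7 genes, and cholesterol synthesis genes had 41.0 ± 2.50 CPM and 19 of 20 genes. The p53 targets had 38.6 ± 1.03 CPM, with 17 of 17 genes. ATF4 targets had 22.6 ± 1.04 CPM with 21 of 22 genes, and immediate early genes had 20.1 ± 0.663 CPM with 13 of 15 genes. HIF targets had 19.2 ± 1.33 CPM with 17 of 19 genes, and NF-kB targets had 15.0 ± 2.02 CPM with 11 of 16 genes. Over members with at least 10 counts in every library, these last values were 33.8 CPM for HIF targets and 45.1 CPM for NF-kB targets, against 43.5 CPM for cholesterol synthesis genes and 38.6 CPM for p53 targets, so the order of the lists depends on members with few counts. SLC7A11 is in both the NRF2 and the ATF4 list, and ATF3 is in both the ATF4 and the immediate early list. HSPA1A and HSPA1B in the HSF1 list are near-identical copies, and their split of the reads is uncertain.

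Levels within a list varied widely. In the NF-kB list, CCL2 had 430 ± 75.9 CPM (n = 3), while IL6 had 1, 0 and 0 counts and CXCL1 had 1, 1 and 0 counts. CA9, in the HIF list, had 0 counts in each library. How small a change in IL6, CXCL1 or CA9 could be detected at this depth was not tested. CCL2, IL6, CXCL1 and CA9 were chosen after their values were seen.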

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

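All alternatives below were chosen after the data were seen. The alternatives planned before the data were examined applied to the comparison of peptide-treated with control libraries and were not run: other normalizations, filters, DESeq2, limma-voom, glmTreat, fry, an estimated correlation and the replicate block. No paired analysis was possible because columns were matched to the control samples only, so the replicate numbers had no partners.

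The common biological coefficient of variation, 7.81% with all 3 libraries, ranged from 3.88% to 10.5% across the 3 fits that each left out one replicate, and was lowest without replicate 3. The other 6 alternatives gave 4.91% (GC trend removed) to 7.83% (no filter on low counts). These lie within the range of the 3 pairwise values, but those differ so widely that the range is a weak yardstick. Removing the GC trend was a relative change of -37.2%. The count of genes with at least 10 counts in every library, 13920, went from 14012 to 14371 when 1 library was left out. It was 15316 at a minimum of 5 counts and 19616 at 1 count.

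The median level of the NRF2 targets, 49.1 CPM, became 51.5 CPM with mitochondrial genes left out, and 55.7 CPM over members with at least 10 counts in every library. The first change follows from its construction, since a smaller library total raises every remaining gene by 4.97%. The second follows from removing the lowest members. Over all 10 lists, 14 of 50 values moved by more than 1 SD of the list's median between replicates under these and the other settings. Of these, 7 came from leaving out mitochondrial genes and 7 from the count minimum. The NF-kB list moved most, from 15.0 to 45.1 CPM over the members with at least 10 counts. Of the 40 values of named genes, 1 moved, that of TXNRD1, to 1058 CPM without mitochondrial genes. That setting raised all named genes by the same 4.97%, and TXNRD1 passed 1 SD because its coefficient of variation was lower, 2.46%. RLE size factors, library size alone and removal of the GC trend act on differences between libraries. They leave a mean of 3 libraries nearly unchanged, so they say little about the stability of the named-gene values. For the list values, RLE size factors and library size alone say as little. Removal of the GC trend changed the list values most for hypertonicity genes, by -3.26%, which was under 1 SD. Leaving out 1 library cannot move a mean of 3 libraries by as much as 1 SD, so those fits say nothing about the stability of the list and named-gene values.

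Depth limits the low genes most. HMOX1, SRXN1 and SLC7A11 rest on 38 to 113 counts per library.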

Other observations

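The tests of GC content, transcript length and depth below were set down after the pattern was seen but before their results were, and the test of the mitochondrial share was chosen after its result was seen. Each pattern concerns 3 libraries of 1 labelled group. The design names no biological difference between them, and no biological explanation was tested.

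Control replicate 3 departed from replicates 1 and 2. The SD of the log2 ratio over 10290 nuclear genes was 0.24 for replicates 1 and 3 and 0.19 for 2 and 3, against 0.14 for 1 and 2. The larger mitochondrial share of replicate 3 is argued against as the cause, since it would lower every nuclear gene by 1 factor. The median deviation of replicate 3 was higher by 0.48 in the bin of lowest GC than in the bin of highest GC, against 0.20 for replicate 2 relative to replicate 1. Lower depth is also argued against. Replicates 1 and 2 thinned to the total of replicate 3 differed with an SD of 0.15, still under both pairs with replicate 3. Transcript length had a rank correlation of 0.071 with the deviation of replicate 3, short of the threshold of 0.2 set for it. Once the GC trend was removed it was -0.19, only just short of that threshold. GC and length were correlated across these genes (rho -0.28), so the first value can hide a dependence on length. A smaller part for length therefore stays open. GC content had a rank correlation of -0.73, and a linear term in GC accounted for 49.1% of the variance of the deviation across genes. Removing the trend lowered the SD of replicates 2 and 3 by 20.2% and that of replicates 1 and 3 by 32.7%. The data are consistent with a GC-dependent difference in library preparation or RNA quality that is graded over the libraries, since replicate 2 lies between the other two. GC was not the whole difference. After removal, the coefficient of variation was 2.62% for replicates 1 and 2 and still 5.61% and 5.89% for the pairs with replicate 3.

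The 13 mitochondrial protein-coding genes were higher in replicate 3 by a median of 0.78 on the log2 scale, and each by at least 0.53. GC content is argued against as the whole cause. In 10000 random sets of nuclear genes of like GC, length and count, the highest median was 0.14. The matched genes had a lower median count, 6685 against 20412, because few nuclear genes are as abundant. In sets matched on GC alone the highest median was 0.26. What stays open is a difference in mitochondrial RNA between the wells or in how the preparation captured it, and neither was tested. Reads shared with nuclear copies of mitochondrial genes were not tested.

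The ratio of NFE2L2 to KEAP1 was highest in replicate 3, a pattern seen before it was tested. A candidate explanation is the GC trend, since KEAP1 has 60.3% GC and NFE2L2 45.6%. For the ratio as a whole the test argues against this. After removal the ratio in replicate 3 was 0.904, against 0.663 and 0.667 in the others, and its distance from their mean went from 0.358 to 0.239. The parts differed. The deviation of KEAP1 went from -0.24 to -0.06 on the log2 scale, while that of NFE2L2 went from 0.41 to 0.39. Of 4259 nuclear genes within 2-fold of NFE2L2 in count, 11 had as large a rise in replicate 3 after correction, which is 0.258%. Counted in either direction, 15 genes had as large a shift. NFE2L2 was singled out among 10 named genes, and the direction chosen, after its values were seen, so 0.258% is not a p-value.

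At the GC extremes, replicate 3 differed from the mean of replicates 1 and 2 by medians of 0.25 and -0.23 on the log2 scale. A comparison of groups that used these libraries would have to separate its effect from this trend.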
